# Adult Rat Bones Maintain Distinct Regionalized Expression of Markers Associated with Their Development

**DOI:** 10.1371/journal.pone.0008358

**Published:** 2009-12-21

**Authors:** Simon C. F. Rawlinson, Ian J. McKay, Mandeep Ghuman, Claudia Wellmann, Paul Ryan, Saengsome Prajaneh, Gul Zaman, Francis J. Hughes, Virginia J. Kingsmill

## Abstract

The incidence of limb bone fracture and subsequent morbidity and mortality due to excessive bone loss is increasing in the progressively ageing populations of both men and women. In contrast to bone loss in the weight-bearing limb, bone mass in the protective skull vault is maintained. One explanation for this could be anatomically diverse bone matrix characteristics generated by heterogeneous osteoblast populations. We have tested the hypothesis that adult bones demonstrate site-specific characteristics, and report differences at the organ, cell and transcriptome levels. Limb bones contain greater amounts of polysulphated glycosaminoglycan stained with Alcian Blue and have significantly higher osteocyte densities than skull bone. Site-specific patterns persist in cultured adult bone-derived cells both phenotypically (proliferation rate, response to estrogen and cell volumes), and at the level of specific gene expression (collagen triple helix repeat containing 1, reelin and ras-like and estrogen-regulated growth inhibitor). Based on genome-wide mRNA expression and cluster analysis, we demonstrate that bones and cultured adult bone-derived cells segregate according to site of derivation. We also find the differential expression of genes associated with embryological development (Skull: *Zic*, *Dlx*, *Irx*, *Twist1* and *Cart1*; Limb: *Hox*, *Shox2*, and *Tbx* genes) in both adult bones and isolated adult bone-derived cells. Together, these site-specific differences support the view that, analogous to different muscle types (cardiac, smooth and skeletal), skull and limb bones represent separate classes of bone. We assign these differences, not to mode of primary ossification, but to the embryological cell lineage; the basis and implications of this division are discussed.

## Introduction

In weight-bearing bones, a mechanically-driven homeostatic feedback mechanism is used to achieve a ‘target strain’ level and ensures that bone strength is maintained to resist fracture [1], [2]. This mechano-adaptive mechanism can fail, and when bone mass no longer matches mechanical demands, fractures are likely to ensue. Questions generally address ‘*why is bone mass lost from weight-bearing limb bones despite continued usage*?’ However, in parietal bones of the skull the levels of strain are low (low enough to induce ‘disuse’ bone loss in the limb) yet paradoxically, skull bones attain mechanical competence and resist potentially catastrophic levels of osteopenia despite this dramatic difference in the local mechanical environment [3], [4]. Therefore, it might be better to instead frame the question in a different manner and ask ‘*how is bone mass and mechanical competence achieved in low weight-bearing skull bones despite continued ‘disuse’?*’ Addressing the latter question leads to a conceptually novel approach to understand the attainment of mechanical competence in limb bones.

Several lines of evidence have suggested persistent differences in the adult bones derived from the distinct primary ossification processes. In humans and rodents, the mineral density and calcium concentration is greater in the skull than in the post cranial skeleton [5]–[9]. Osteocytes of mouse skull vault calvarial bones have a rounded appearance compared with the more elongated osteocytes of long bone fibulae [10]. Matrix composition differences have been described [11] and demineralised powder from skull bone does not induce bone formation by an endochondral ossification mode as limb bone derived powders [12]. Mechanical strain (ε) is the ratio of the change in length (new length (L′) minus original length (L)) divided by L, is defined as: (L′–L)/L and thus, has no units. A positive strain represents stretching, whilst compression is represented by a negative figure. Direct experimental measurements in a human showed that the strain levels in the parietal bone of the skull are 10 fold lower compared with the tibia [4]. We have previously demonstrated peak surface strains on the rat parietal bone of only 30 µε [3] – and that such bones are not mechanically responsive [3], [13]. If limb bones, that normally experience habitual functional strains ranging between 1800–3200 µε [14], were subject to such low mechanical strain levels, significant bone loss would ensue. Intriguingly, parietal bones of the skull vault do not appear to be subject to such ‘disuse’ bone loss [15]–[17]. The skull bones are also resistant to post-menopausal hormonal changes or glucocorticoid treatment-induced osteoporosis. Clinically, autogenous bone grafting using blocks of intramembranous bone resorb less than bone derived from endochondral sites [18]–[20].

These differences may be a consequence of the site-specific differences in osteoclast activities [21]–[23], however the observations also imply that the mechanisms regulating site-specific osteoblast behaviour/matrix production are autonomous. The basis of this independence, and especially the intrinsic characteristics of skull and limb osteoblasts, has not, to our knowledge, been fully assessed. We suggest that cell lineage, where limbs develop from lateral plate mesoderm and the skull from cranial neural crest [24], may in part contribute to such autonomy. The existence of lineage based differences in the skeleton is supported by specific developmental defects that are restricted to different skeletal compartments. Disruption of the TBX family of mesoderm transcription factors affects limb development (*TBX5*; Holt-Oram syndrome, *TBX3*; Ulnar-mammary syndrome [25], [26]) whereas *Cart1* knockout mice are born without a cranium [27], *Dlx5^−/−^* mice are born with abnormal osteogenesis of the skull vault and delayed cranial ossification, whilst the limbs show no obvious defects [28].

We postulated that skull (S) and limb (L) bones of the adult, and the bone-derived cells (Bdc) isolated from them (S-Bdc and L-Bdc) would have distinct transcriptomes reflecting specific origins. We have, therefore, investigated basal gene expression patterns by genome-wide microarray analysis. The consequence of any such transcriptome differences may be manifest as characteristic local osteoblast behaviour; therefore, we have studied bone matrix composition and the effect of ovariectomy on osteocyte number *in vivo*. We have also compared the *in vitro* characteristics of isolated S-Bdc and L-Bdc, testing whether they differ with respect to proliferation rates and cell volume. We show site-specific differences in the cellular and material composition of bone organs, and patterns of basal gene expression in skull and limb bones and adult bone-derived cells. In culture, the differential gene expression continues to reflect their site of origin, and the phenotypes of S-Bdc and L-Bdc differ. Surprisingly, we also note the persistent expression of site-specific markers associated with development of the skeleton in both bone organ and isolated adult bone-derived cells.

## Results

### mRNA expression in bone organs

1236 genes (approximately 4% of the genome) were found to be significantly and, at least two-fold differentially expressed between ulnar limb and parietal skull bone. Cluster analysis segregated the two sites into distinct populations (Figure 1).

**Figure 1:**
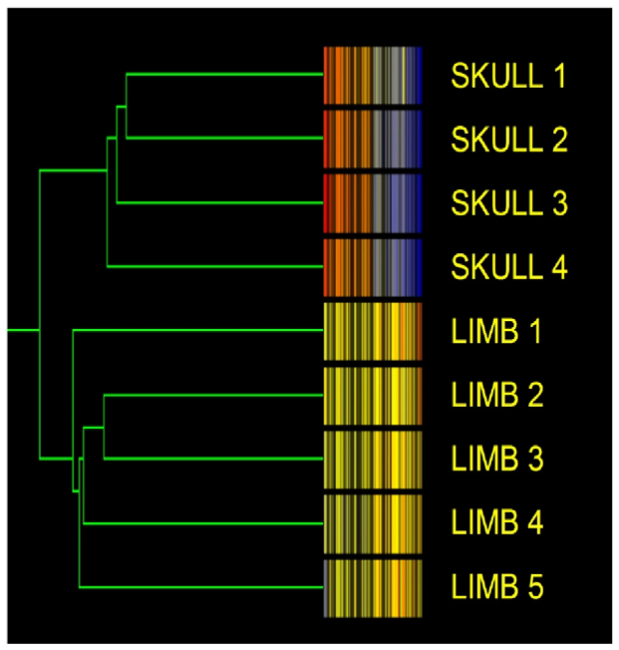
Bones from functionally different skeletal sites represent biologically distinct populations. Dendrogram generated by gene tree clustering analysis in GeneSpring 6.1 comparing basal expression of all filtered genes in skull and limb bone organs. Colours represent those genes (1236 of the genome) having expression levels with at least a significant, two-fold difference.

We selectively searched for those differentially expressed genes previously associated with the ossification process, Wnt signalling, developmental patterning and osteoporosis. Polymorphisms of a number of genes differentially expressed in our rat bone array have been associated with susceptibility to human osteoporosis [29]–[31]: *Opg* (skull∶limb, fold increase 3.1), *Vdr* (4.8), *Pthr1* (2.9), *Calcr* (4.6), *Lrp5* (2.2), and *Ctsk* (2.7), *Alox12* (0.2), Table 1. Cathepsin K, is generally considered as a marker for osteoclasts. Therefore, the increased expression detected in the skull samples may reflect a difference in osteoclast numbers at this site. This difference, however, is lost in the osteoblast cultures (see below).

**Table 1:** Differentially expressed genes in skull and limb bone associated with developmental patterning, Wnt signalling, osteoporosis and ossification.

High expression in skull	Gene Symbol	S∶L ratio	Gene Symbol	S∶L ratio	High expression in limb	Gene Symbol	S∶L ratio
	Sfrp2	13.51	Alcam	2.58		Btg2	0.49
	Cart1	10.76	Eln	2.57		Grpca	0.49
	Sost	5.36	Prelp	2.54		Svil	0.48
	Amelx	5.12	Twist1	2.51		Lect2	0.43
	Vdr	4.81	Sema5a	2.49		Best5	0.38
	Calcr	4.66	Bmpr2	2.48		Comp	0.38
	Ambn	4.23	Sp7	2.42		Mmp8	0.29
	Wif1	4.17	Ank	2.37		Pdlim7	0.24
	Gpnmb	3.81	Lrp4	2.35		Bmp5	0.22
	Cd276	3.74	Mmp13	2.32		Ctnnb1	0.20
	Igfbp5	3.68	Nab2	2.26		Wnt16	0.06
	Tcf7	3.51	Dlx5	2.22		Hoxa5	0.05
	Bmp3	3.43	Ptprv	2.20		Shox2	0.05
	Bmp6	3.29	Enpp1	2.19		Cacna1s	0.04
	Acp5	3.28	Tpp1	2.19		Csrp3	0.04
	Nog	3.24	Cdh15	2.17			
	Frzb	3.14	Dlx3	2.16			
	Cyp26b1	3.04	Lrp5	2.15			
	Tnfrsf11b	2.93	Ptn	2.13			
	Calca	2.92	Cpz	2.09			
	Pthr1	2.91	Ibsp	2.09			
	Csf1r	2.89	Omd	2.08			
	Cthrc1	2.83	Fgfr1	2.06			
	Csf1	2.82	Tcf3	2.04			
	Plau	2.81	Mitf	2.01			
	Mmp9	2.78	Igf2bp2	2.00			
	Ctsk	2.70					

S∶L ratio  =  Skull∶Limb ratio.

The differential expression of transcription factors (Table 2) between distinct anatomical bone locations may account for the site-specific mineralization levels, underlie their differential susceptibility to pathological osteopenic changes, and also be central to specification.

**Table 2:** Differentially expressed transcription factors in skull and limb bone.

Gene Symbol	S∶L ratio	Gene Symbol	S∶L ratio	Gene Symbol	S∶L ratio	Gene Symbol	S∶L ratio
Meis2	31.07	Nfib	2.52	Kpna1	0.50	Sox6	0.32
Nr2f1	11.02	Sox17	2.51	Solt	0.50	Tal1	0.32
Cart1	10.76	Twist1	2.51	Btg2	0.49	Gfi1b	0.31
Zic3	10.15	Lztr2	2.49	Rab8b	0.49	Trib3	0.31
Rfx4	8.56	Rai14	2.47	Chd4	0.48	Hoxc5	0.30
Zic4	8.13	Maf	2.40	E2f8	0.48	Gata1	0.29
RGD1311558	4.98	Tbx2	2.39	Gata3	0.48	Klf1	0.28
Wnk4	4.84	Satb2	2.35	Mafg	0.47	Padi4	0.28
Vdr	4.81	Kcnh2	2.27	Mafk	0.47	Ppp1r12b	0.27
Zic1	4.26	Nab2	2.26	Trak2	0.47	Trim29	0.27
Pax8	4.06	RGD1565031	2.25	Abtb1	0.46	Unr	0.27
Fbxl22	3.73	Dlx5	2.22	Cebpe	0.45	Ankrd1	0.26
Tcf7	3.51	LOC685277	2.20	Klf5	0.45	Hand2	0.26
Hdac10	3.40	Nr2f2	2.18	Tcfdp2	0.45	Fhdc1	0.25
Cdkn2a	3.31	Dlx3	2.16	Ybx2	0.45	Hoxb8	0.25
Prdm1	3.04	Mxd4	2.15	Creg	0.44	Thrsp	0.23
C2ta	2.92	Nfatc4	2.13	Tbx15	0.44	Bach1	0.22
Creb3l1	2.92	Rai14	2.12	Cited4	0.42	Dmrt2	0.21
Jundp2	2.89	Zfhx3	2.11	Sec14l2	0.42	Smyd1	0.21
Zfhx4	2.78	RGD1305899	2.05	Mlf1ip	0.41	Ctnnb1	0.20
Flywch1	2.68	Tcf3	2.04	R1b	0.41	Hoxa7	0.19
Pde8a	2.68	Epas1	2.03	Zfp278	0.40	RGD1561431	0.15
Fos	2.67	Hes1	2.01	Hipk3	0.37	RGD1566402	0.12
Maged1	2.63	Mitf	2.01	Asb1	0.34	Shox2	0.11
Armc9	2.57	Zfp98	2.01	Centg3	0.34	Tbx5	0.08
Supt3h	2.56			Nfe2	0.34	Hoxa10	0.06
Npas3	2.54			Zfp207	0.34	Hoxa5	0.05
Uncx4.1	2.54			Phox2a	0.32		

S∶L ratio  =  Skull∶Limb ratio.

Markers for homeobox genes associated with embryological development and body patterning are expressed site specifically in adult bones (Table 3. In addition, our preliminary data using adult mice bones are also presented in this table, and demonstrates positional identity marker expression, at least, appears to be conserved between these two species).

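The mouse values compare bone organs of adult male mice, of which the paper used 10 in 2 groups. RNA was hybridised to 6 of the Affymetrix mouse GeneChip arrays that the paper's methods name, 2 each for calvaria, mandible and ulna. Sutures had been removed from the calvaria, soft tissue and epiphyses from the ulna, and the mandible included the teeth. The paper's text does not name how many mice gave RNA to an array or whether RNA was pooled. The p-values therefore measure only the spread between these arrays, which may be technical, and the number of arrays limits the precision. The paper's text does not describe the mandible arrays. The values that the authors deposited are MAS5 signal intensities, 1 for each probe set on every array, scaled by the authors to a 2% trimmed mean of 100 on each array. Each array was divided by its own median signal, which was 32.5 and 32.4 for calvaria, 33.6 and 33.2 for mandible and 31.0 and 30.6 for ulna. The log2 values of the 25233 probe sets that lay above the array median on at least 2 of the 6 arrays were fitted with limma, with a mean for each site. Genes were called at an adjusted p under 0.05 and a change of at least 2-fold. Of several tested probe sets for a gene, the probe set with the highest mean over all 6 arrays was taken. In simulated comparisons of the same size, 58% of 100 probe sets changed 3-fold and 87% of 100 changed 8-fold were called. Means and standard deviations are of the deposited signal, and log2 differences are of the scaled values. Where a site's signal lay below its array median, the log2 difference is not exact.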

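Some transcription factors of head development were higher in mouse calvaria than in ulna, while those of the limb went both ways. Zic1, a zinc finger factor of the dorsal neural tube, and Twist1, a helix-loop-helix factor of the cranial sutures, were among the genes higher in calvaria. Shox2, a homeobox gene of the limb skeleton, and Hoxa10 were lower there. Some genes of meninges and nervous tissue were higher in calvaria as well, and skeletal muscle genes were lower. The signal of Zic1 was 1337 ± 144 (SD, n = 2 arrays) in calvaria and 49.1 ± 1.18 in ulna, a log2 difference of 4.69 (SE 0.35, limma adjusted p = 2.44e-06). Twist1 had a signal of 422.6 ± 22.8 in calvaria and 34.9 ± 1.15 in ulna, a log2 difference of 3.52 (adjusted p = 2.15e-08). For Shox2 the signal was 28.6 ± 5.23 in calvaria and 153 ± 6.41 in ulna, and the log2 difference was -2.51 (adjusted p = 2.04e-06). The homeobox genes Alx1 (1.87, adjusted p = 0.000672), Msx1 (1.67, 0.00465), Msx2 (1.56, 0.00827) and Dlx5 (1.38, 0.000163) were higher in calvaria on the log2 scale. So were the T-box gene Tbx2 (1.46, 0.000962) and the zinc finger genes Zic5 (3.22, 0.0141) and Zic4 (2.38, 0.0363). Lower in calvaria were Hoxa10 (-2.84, 0.016), Hoxd8 (-1.89, 0.00828) and the T-box gene Tbx15 (-1.47, 0.000146). Table 3 gives Tbx14 and Tbx15 in separate rows, and these were counted here as 1 gene, Tbx15. Of the 28 genes with a mouse value in Table 3 on this count, 27 had a named probe set and 22 were tested. Of these 22, 9 were called higher in calvaria, 4 were called lower and 9 did not pass, while 5 more lay below the filter on signal. When adjusted over the list alone, 11 were higher and 4 lower. The study chose these genes on the same arrays, so neither count is independent evidence. The genes that did not pass were Tcf4 (0.65, adjusted p = 0.000312, under 2-fold), Hoxa3 (1.22, 0.0589), Dlx3 (1.25, 0.0818), Grhl1 (1.55, 0.301), Dlx1 (1.16, 0.704), Twist2 (0.25, 0.529), Tcf3 (-0.44, 0.0519), Tbx3 (-0.93, 0.0981) and Hoxa5 (-0.46, 0.38). Grhl1 is the reading taken here for the name Tcfcp212 in Table 3, as Alx1 is for Cart1 and Hoxa11os for Hoxa11s. Leaving out 1 array changed some calls. Zic5 did not pass without calvaria replicate 1 (adjusted p = 0.150) or 2 (0.117), and neither did Zic4 (0.201 and 0.152, and 0.111 without ulna replicate 2). Msx2, whose mean log2 value lay below the array median at both sites, did not pass without calvaria replicate 2 (log2 1.06, 0.0750), Hoxa10 without ulna replicate 1 (0.141) or 2 (0.0760), and Hoxd8 without ulna replicate 2 (0.0891). Hoxa3 passed without ulna replicate 1 (0.0317), as did Grhl1 (3.49, 0.0124), and Dlx3 passed without ulna replicate 2 (2.20, 0.00122). Without limma's moderation of the variances, Zic4 (0.0919), Msx1 (0.156), Msx2 (0.145), Tbx15 (0.0647) and Hoxa10 (0.0771) were not called.
Lists of genes fixed from general knowledge were tested with camera. Of 23 cranial patterning genes tested, 10 were higher in calvaria and none was lower, also when adjusted over the list alone (median log2 difference 1.38, camera adjusted p = 6.23e-06, and adjusted p = 0.0582 with an estimated correlation). The 10 called were the Table 3 genes Zic1, Zic4, Zic5, Alx1, Dlx5, Msx1, Msx2 and Twist1, with Meis2 and Nr2f1. Meis2 and Nr2f1 are in the rat Table 2. Dlx2, Dlx4, Dlx6, Foxc1, Six2, Pax3, Tfap2a, Tfap2b, Barx1 and Lhx8, which neither table lists, were not called. The result of this list is therefore not independent of the paper's tables. Without calvaria replicate 2, 6 of the 23 were higher. Meis2, which Table 3 does not list, was higher by a log2 difference of 2.95 (adjusted p = 0.00256, and 0.0556 without calvaria replicate 2). Of 6 genes of the Hox clusters, 3 were lower in calvaria and none was higher, with 1 higher and 3 lower when adjusted over the list alone (median -1.41, camera adjusted p = 0.149). Without ulna replicate 1, 1 was lower and 1 higher, and without ulna replicate 2 none was called. Hoxa9 was the other Hox gene called (-2.53, adjusted p = 0.0335). It did not pass without calvaria replicate 1 (0.0794) or 2 (0.162), or without ulna replicate 1 (0.124) or 2 (0.146). Of 12 limb patterning genes, 4 were higher in calvaria and 2 were lower, with the same counts adjusted over the list alone (median 0.52, camera adjusted p = 0.376). Shox2 and Tbx15 were the lower genes, while Prrx2 (2.77, adjusted p = 3.99e-05), Prrx1 (1.82, 1.17e-07), Tbx2 and Gli3 (1.22) were higher. Gli3 was named after its values were seen. Markers of other tissues moved with both groups. Of 9 genes of the meninges, 6 were higher in calvaria and none was lower, also over the list alone (median 2.10, camera adjusted p = 0.00195, and adjusted p = 0.0964 with an estimated correlation). Ptgds, a prostaglandin synthase of the meninges, had a signal of 1661 ± 361 in calvaria and 35.4 ± 8.28 in ulna. Of the 6, Crabp2 lay below the array median at both sites. Of 10 genes of neurons and glia, 7 were higher and none was lower, also over the list alone (median 1.78, camera adjusted p = 0.000466, and adjusted p = 0.0939 with an estimated correlation). Of these 10, 4 were higher and 1 lower without calvaria replicate 1, and 2 were higher without calvaria replicate 2. Tubb3, 1 of the 7, lay below the array median at both sites, and like Crabp2 was named after its values were seen. The synaptic gene Syt1 was higher in calvaria by a log2 difference of 2.33 (adjusted p = 0.000277). Skeletal muscle genes, such as the myosin heavy chain Myh2 (5570 ± 43.5 in ulna and 73.1 ± 6.57 in calvaria), were lower in calvaria together with Shox2, Tbx15, Hoxa9, Hoxa10 and Hoxd8. In Table 3, 12 of the genes tested have a rat ratio too. For 11 of the 12 the mouse log2 difference lay on the side of the paper's rat ratio, and these included all 9 that were called in mouse. Tcf3 lay on the other side, as did Hoxa5 without ulna replicate 1 (0.061). Tcf7l1, a gene once named Tcf3, lay on the skull side, with ratios of 1.54 (adjusted p = 0.0728) and 2.07 (0.0139) at its probe sets. The count leaves out genes that Table 3 places in rat skull only. Of those tested here, Msx2 (1.56) and Twist2 (0.25) lay on the skull side in mouse, and Tbx3 (-0.93) on the limb side. Twist2 and Tbx3 did not pass. Phox2a, on the limb side by its rat ratio, is placed in mouse skull only. From the values in both species, the paper proposes that the expression of positional identity markers is conserved between rat and mouse.

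**Figure D1:**
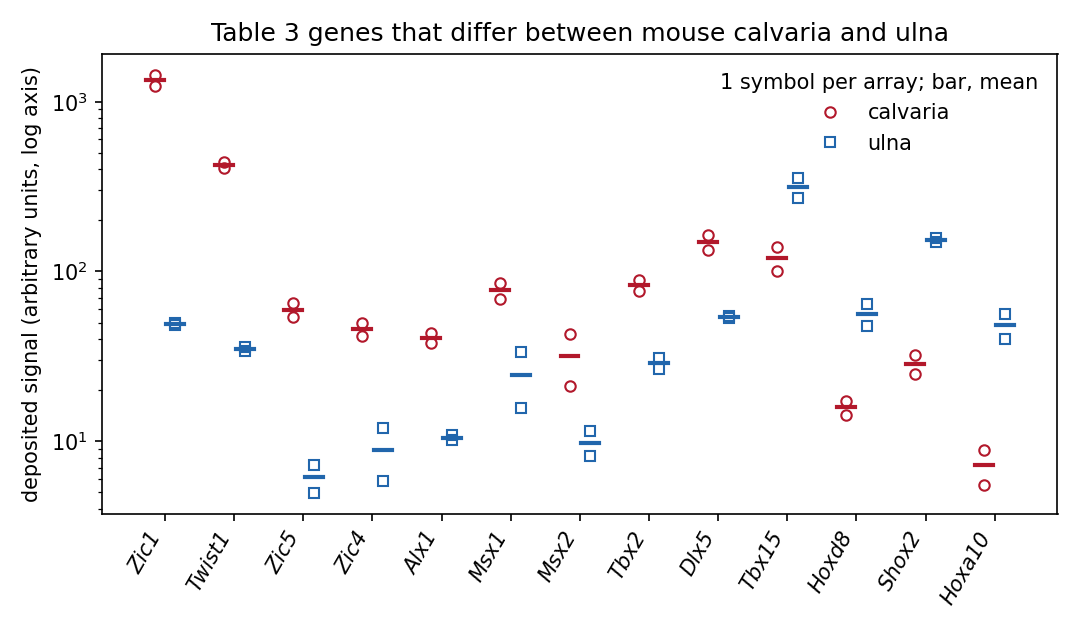
Deposited MAS5 signal on a logarithmic axis for the 13 genes of Table 3 called between mouse calvaria (circles) and ulna (squares), with 1 point for each of 2 arrays per site and a bar at their mean. Zic1 has the widest gap, from a mean of 1337 in calvaria to 49.1 in ulna.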

**Table 3:** Differentially expressed genes in rat and mouse bone associated with embryological development and body patterning.

Skull∶Limb ratio	GENE	RAT	MOUSE		RAT	MOUSE
	Hoxa3		2.33	Skull only	Hoxa2	Phox2a
	Hoxa5	0.05	0.12		Hoxd3	Tbx18
	Hoxa7	0.19	0.17		Irx1	Tbx19
	Hoxa10	0.06	0.14		Irx2	
	Hoxa11		0.15		Irx4	
	Hoxa11s		0.04		Twist2	
	Hoxb7	0.41			Msx2	
	Hoxb8	0.25			Tbx1	
	Hoxc5	0.30			Tbx3	
	Hoxc6		0.30		Runx1	
	Hoxd8		0.27	Limb only	Hoxc9	Tcfe3
	Cart1	10.76	4.55/3.65		Tcfe3	
	Dlx1		2.21/0.31			
	Dlx3	2.16	2.38			
	Dlx5	2.22	2.60			
	Msx1		3.19/0.44			
	Msx2		2.96			
	Phox2a	0.31				
	Shox2	0.08/0.14	0.06/0.18			
	Tbx2	2.36/2.4	2.75			
	Tbx3		0.32			
	Tbx5	0.07				
	Tbx14		0.06			
	Tbx15	0.44	0.36			
	Tcf3	2.04	2.07			
	Tcf4		0.20			
	Tcf7	3.51				
	Tcfcp212		2.91			
	Twist1	2.31/2.70	11.49			
	Twist2		0.34			
	Zic1	4.26	25.80			
	Zic2		12.53			
	Zic3	8.66	24/4.79			
	Zic4	8.13	5.20/4.34			
	Zic5		9.32/6.65			

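Several patterning genes were read by more than 1 probe set on the mouse array, and a gene's probe sets did not always give the same ratio of calvaria to ulna. Of the 27 genes of Table 3 with a named probe set, 18 had several. They came to 57 probe sets over the 27 genes, of which 34 were tested. Zic1, whose probe sets had calvaria to ulna ratios of 25.8 and 13.4, was called with both (adjusted p = 0.0149 for the second). Hoxd8 was also called with both, at ratios of 0.270 and 0.135 (adjusted p = 0.0255 for the second). Alx1 had ratios of 3.66 and 4.51, of which the second did not pass (adjusted p = 0.197). Zic5 had ratios of 9.34, 6.68 (adjusted p = 0.275) and 1.06, and its call at the first rested on both calvaria arrays. Shox2 had ratios of 0.176 and 0.0593, Tbx15 of 0.360 and 0.0650, and Zic4 of 5.19 and 4.31, with the second of each below the filter on signal. For 5 genes the probe sets lay on both sides of 1. These were Hoxa3 (2.33, 0.394, 0.782 and 0.612), Msx1 (3.18 and 0.438), Dlx3 (2.38 and 0.883), Hoxa11os (0.0438 and 1.01) and Tcf4. Only for Dlx3 were probe sets on both sides tested, and neither passed. The probe sets of Hoxa3 and Msx1 with ratios under 1, and both of Hoxa11os, lay below the filter on signal. The helix-loop-helix gene Tcf4 had 5 tested probe sets with ratios from 1.40 to 1.73, and a sixth below the filter with a ratio of 0.193 (signal 5.87 ± 5.40 in calvaria and 21.9 ± 1.65 in ulna, SD, n = 2 arrays).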

Some genes are represented with more than one probe set on the array, therefore some genes have two values.

In work published by Xing *et al*., *in vivo* mechanical loading induced significant changes in the expression levels of genes in loaded limbs compared with control (unloaded) limbs [32]. We have compared their published set of mechanically responsive genes with our set of basal, site-specific differentially expressed genes. The common genes from these two data sets are presented in Table 4. It is apparent that some of the genes whose expression is stimulated by osteogenic mechanical loading are also constitutively expressed more highly in skull bone.

**Table 4:** Genes induced by loading in the limb (*) and differentially expressed basally between skull and limb bone. (*) Xing et al. JCB 96:1049–1060 (2005).

Gene symbol	Skull v Limb
Ankrd1	0.26
Emp1	2.15
Ephb2	3.49
Fkbp9	2.19
Fkbp11	2.12
Lepre1	2.55
Maged1	2.63
Mkrn1	0.33
Ogn	2.01
PCDH19	2.33
Ptn	2.13
Rcn	2.74
Rhced	0.32
Serpinh1	2.09
Timp1	3.04

### mRNA expression in primary adult bone-derived cells

Even in attempts to generate monocultures, cultures of isolated osteoblasts from bone tissues will contain other cell types. The cells used in these experiments are from third collagenase digests of adult bone and may thus contain osteoblasts along with osteocyte, osteoclast, endothelial, neuronal and adipocyte cells. As a precaution, genetic markers indicative of contamination with another tissue type were assessed. Markers selective for osteoclast, adipocyte, neurofilament, monocyte, muscle and endothelial cell were expressed, if at all, at low levels in the cultures. There was no significant difference in the expression of these markers between the S-Bdc and L-Bdc cultures (data not shown). The level of gene expression of osteocalcin was low.

249 genes were significantly and differentially expressed in S-Bdc and L-Bdc. This represents approximately 1% of the genome, and cluster analysis segregates these samples by their site of origin (Figure 2A). Again, markers for regional development and bone metabolism are differentially expressed site-specifically (Figure 2A, B). The absolute level of expression of markers associated with regional identity is low compared with bone differentiation markers, but the differential expression between sites is relatively large (3x–260x). Conversely, expression levels of bone differentiation markers are high, but differential expression differences are relatively small (3x–6x).

**Figure 2:**
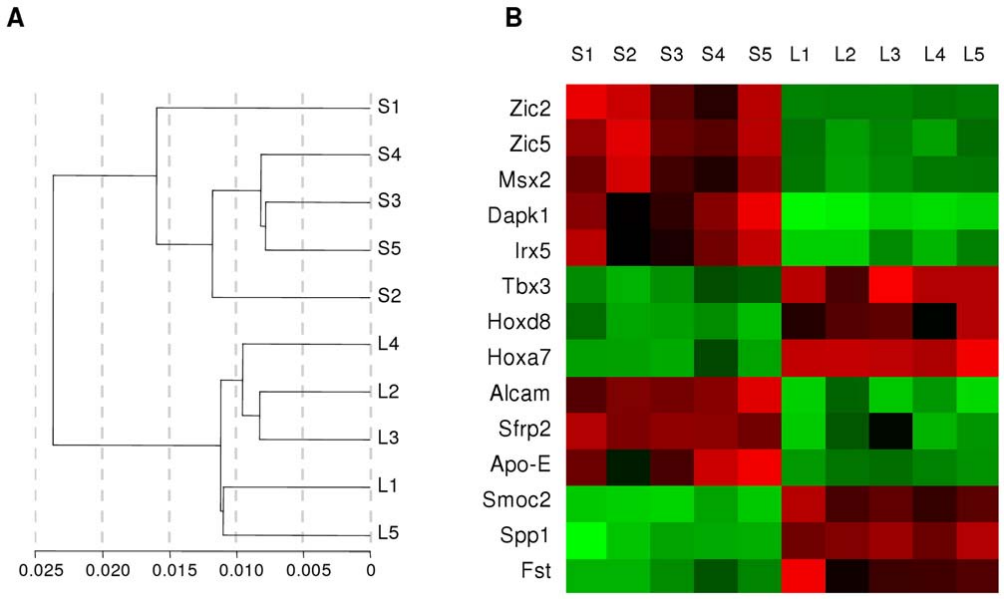
Genotypic differences between 5 matched pairs of skull and limb adult bone-derived cells. (*A*) Dendrogram signifying populations are distinct in isolated S-Bdc and L-Bdc. (B) Heat map for markers for regional development: cultured S-Bdc – (S1–S5) preferentially express genes associated with the craniofacial development of neural crest derived cells (red), whilst genes for limb development and patterning are preferentially expressed by L-Bdc (L1–L5). Differential expression of bone-associated markers are also depicted; Alcam, activated leukocyte cell adhesion molecule; Sfrp2, secreted frizzled-related protein 2; Apo-E, apolipoprotein E; Smoc2, SPARC related modular calcium binding 2; Spp1, osteopontin; Fst, follistatin.

Expression of *Hoxa* cluster genes in S-Bdc and L-Bdc were determined by qRT-PCR. Levels of all *Hoxa* genes are around detection threshold in S-Bdc compared with consistently higher levels of expression in L-Bdc. There was no significant difference between in the expression of *Hoxa2*, whereas significance levels were p<0.01 for all other comparisons (Figure 3).

**Figure 3:**
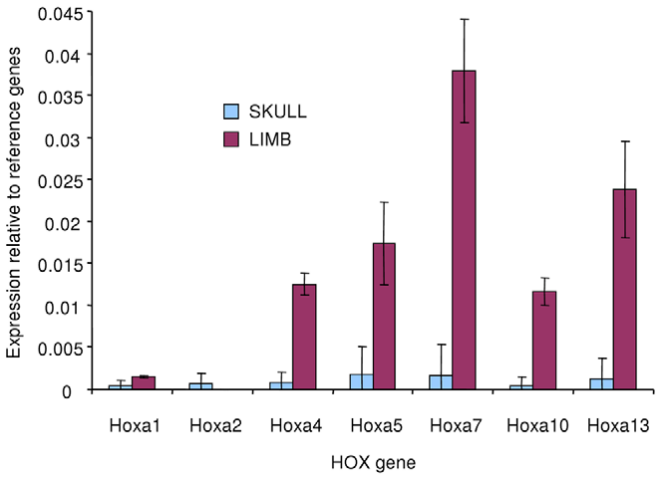
Site-specific *Hoxa* cluster gene expression of cultured adult bone-derived cells. Isolated osteoblasts derived from the skull and limb of adult rats maintain a specific patterning of *Hoxa* gene expression in culture.

To distinguish whether this distinct pattern of *Hoxa* expression is seen in other endochondral bones, we compared *Hoxa* expression in osteoblasts isolated from other limb and axial (rib) bones (Figure 4). Compared with the appendicular bones, the relative expression of genes in the *Hoxa* cluster were lower in the rib, except for Hoxa2 and Hoxa5. Evidence for posterior prevalence in the adult is apparent; *Hoxa13* is not expressed in the femur samples whilst *Hoxa13* is expressed in tibial and ulnar bones which are the more distal skeletal elements.

**Figure 4:**
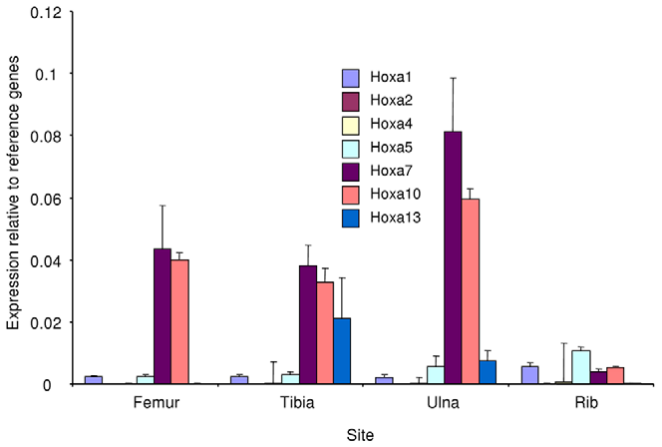
Site-specific *Hoxa* cluster gene expression profiles of cultured adult bone-derived cells. Continued expression of developmental patterning *Hoxa* genes demonstrate posterior prevalence in adult limbs; the more distal the skeletal element, the greater the *Hoxa* number expression. For instance, *Hoxa13* is expressed in the more distal ulnar and tibial bones, but not in the more proximal femur.

Table 5 presents validation of the gene array techniques with qRT-PCR, and illustrates the close comparison of fold differences between gene array and qRT-PCR in a range of significant and differentially expressed transcription factors, receptors and matrix proteins.

**Table 5:** Validation of gene array with qRT-PCR (Skull/Limb ratio).

Sample	Method	Gene	Array	qRT-PCR
Bone organ	Affymetrix	CyclinD	3.92	2.97
		Shox2	0.08	0.09
		Ibsp	2.03	4.61
		Cdh1	0.40	0.32
		Lepre1	2.53	2.29
		Cnr2	0.42	0.19
Cells	Illumina	Hoxa7	0.02	0.04
		Irx5	16.10	6.95
		Msx2	13.10	11.40
		Reln	0.01	0.12
		Spp1	0.30	0.08
		Alpl	1.28	3.18
		Expi	0.21	0.13
		Bglap2	1.16	1.05
		Tbx3	0.13	0.41
		Tgfbi	0.20	0.11

The difference in the number of differentially expressed genes in bone (1236) and isolated cell (249) cultures may reflect the populations that comprise the two models. Whilst we have provided culture conditions that favour osteoblasts over other cell types, we accept other cell types may be present. However, in the bone organ we know there are more cell populations present within the samples (for instance, osteocytes, adipocytes, endothelial, neuronal-like hematopoietic cells). Notwithstanding, in either case, cluster analysis segregates skull and limb bone and isolated osteoblasts into separate populations.

### Skull and limb bone matrix phenotype

Clearly the gross anatomy of skull and limb bones is distinct, but so too is the finer structure (Figure 5A and B). The concentration of polysulphated glycosaminoglycans in the osteoblast-derived bone matrix is significantly greater (36%) in limb bone compared with skull bone (Figure 5C, D and E). The number of osteocytes per unit volume of skull and limb bone differ significantly (40% greater in the limb, p<0.001, n = 5 matched pairs). A change in bone cellular composition was measured after 7 months of growth following ovariectomy. Osteoblast incorporation as osteocytes into bone matrix was reduced in limb bone, but remained unaltered in the skull vault (Figure 5F).

**Figure 5:**
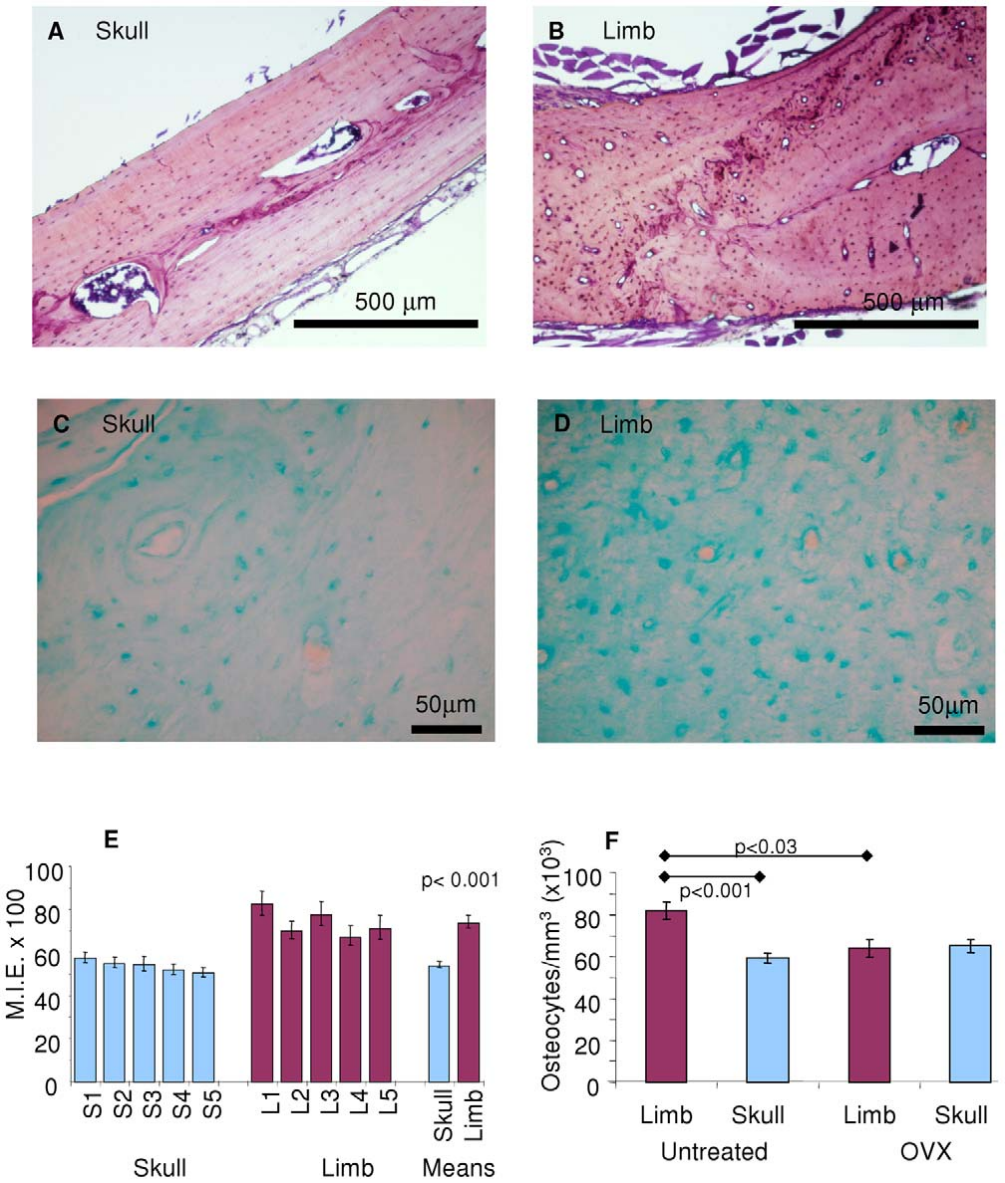
Phenotypic differences between skull and limb bone. Low power photomicrographs of (*A*) skull and (*B*) limb stained with Toluidine blue for histology and higher power (*C*) skull and (*D*) limb bone stained with Alcian Blue 8GX. Regions of acellular bone matrix were masked in the microdensitometer and measured. This ensured that the heavily stained osteocytes did not interfere with the readings. (*E*) Quantitative assessment by microdensitometry of polysulphated glycosaminoglycan levels in bone matrix stained with Alcian Blue 8GX. (*F*) Ovariectomy alters osteoblast incorporation into bone matrix as osteocytes in limb bone, but not skull bone, during growth.

### S-Bdc and L-Bdc phenotype

Adult bone-derived cells in culture were assessed for differences in proliferation rates and cell size. Direct cell measurements showed that mean cell volume and diameter measurements were greater (26%, p<0.02 and 8.5%, p<0.02 respectively, n = 5 matched pairs) for S-Bdc compared with L-Bdc (Table 6). Cells were plated at identical starting densities and showed significant differences in number (as judged by MTS assay) after 3 days in culture (S-Bdc > L-Bdc, p<0.004, n = 5 matched pairs), L-Bdc were still proliferating at day 4 (Figure 6). The effects of osteotrophic agents on alkaline phosphatase (ALP) activity were assessed in both S-Bdc and L-Bdc. Data was normalised to DNA content. Estrogen (10^−8^ M) decreased ALP activity in S-Bdc, but increased activity in L-Bdc (Figure 7). The number of mineralized nodule generation in culture was low (data not shown), and probably reflects the low levels of osteocalcin expression.

**Figure 6:**
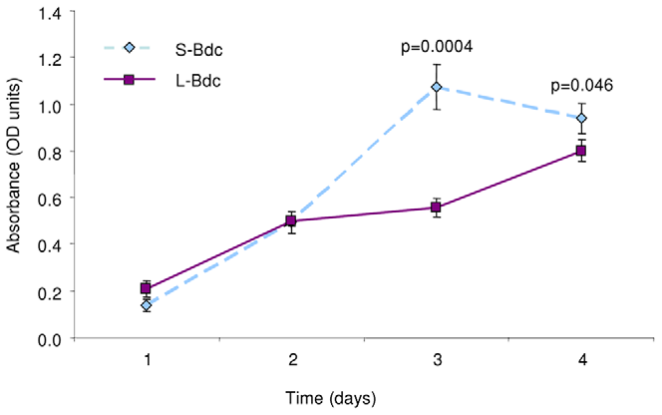
Adult bone-derived cell proliferation. Assessment of cell proliferation using MTS. Bone-derived cell populations from the skull proliferates more rapidly than limb bone derived cells.

**Figure 7:**
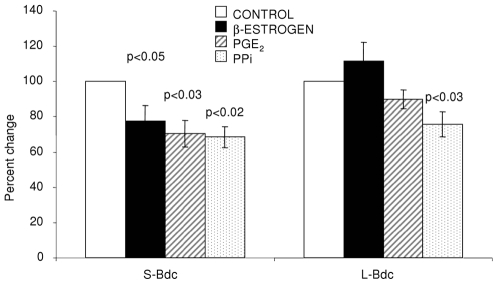
Effect of osteotrophic agents on ALP activity of adult bone-derived cells. Isolated adult bone-derived cells were seeded at equal densities and treated with either β-estrogen (10^−8^ M), Prostaglandin E_2_ (10^−6^ M) or inorganic pyrophosphate (0.5 mM) for four days. Data is presented as percent differences from control. Estrogen differentially regulates normalised ALP activity in S-Bdc and L-Bdc.

**Table 6:** Physical characteristics of S-Bdc and L-Bdc.

Parameter	*p*-value	Site	Mean	Std. Dev.
Diameter (mm)	<0.02	S-Bdc	19.49	0.55
		L-Bdc	17.96	0.77
Volume (fl)	<0.02	S-Bdc	4692	375
		L-Bdc	3719	473

## Discussion

Our analysis reveals that the matrices of these functionally distinct bones show measurable differences in composition. Glycosaminoglycan (Gag) concentrations are higher in limb bone. Osteocyte density in the limb bone was decreased in OVX animals, which is consistent with OVX-induced decreases in other non-cranial skeletal sites [33]. However, the osteocyte density in skull bone was unaffected during growth in an ovarian estrogen-depleted animal. This is consistent with differential responses of regional skull and limb osteoblasts and the pattern of bone loss induced by menopausal hormonal changes. However, we can not preclude that any decrease is partly in response to ageing [34].

Although we do not have direct evidence that the local patterns of gene expression in individual bones of the skeleton would determine site-specific characteristics [35] it is a distinct possibility. Differential expression of genes linked to osteoporosis in skull and limb bones is a powerful argument to mis-express these genes in limb bone in future studies. However, those genes differentially expressed in both bone organ and osteoblast cultures are more likely to establish these genes as potential therapeutic targets. Two such genes are detailed here, namely collagen triple helix repeat containing 1, (*cthrc1*) and reelin (*reln*).

cthrc1 has been implicated in increased osteoblast proliferation and higher bone mass; in isolated osteoblasts from *cthrc1*-null mice, alkaline phosphatase, collagen type 1α1 and osteocalcin expression levels were reduced [36]. Further, cthrc1 impacts on responsiveness to TGF-β and subsequently TGF-β target genes including collagens type I, α1 and α2 in PAC1 cells [37]. The canonical Wnt pathway is involved in the regulation of limb bone mass [38] but not development of the skull [39] and cthrc1 has been shown to suppress the canonical pathway and activate the planar cell polarity (PCP) pathway [40]. *cthrc1* expression was significantly greater in bone organ (2.8) and adult bone-derived cell (3.73) samples derived from the skull (2.83 and 3.73 times, respectively), suggesting Wnt/PCP-based signalling maybe more important in osteoblasts in the skull. We are unable, however, to detect any differential expression in the potential downstream osteotrophic targets in these adults.

Differential expression of several neurogenic markers was identified in bone samples. In particular, there was elevated expression of *reln* in limb bone (2–3 fold) and L-Bdc (7.7 fold, Table 5). *Reln* expression has recently been associated with abnormal bone remodelling of the otic capsule in the pathogenesis of otosclerosis [41]. The extracellular protein reelin is associated with axonal guidance and the basis of learning and memory via synaptic plasticity [42]. The significance of the neuronal-like appearance of the osteocyte network has been previously noted [43] and osteocytes have been proposed as mechano-sensors [43], [44] that communicate to maintain target strain with brain-like glutamate-based mechanisms [45]–[47]. Hypermethylation of the *reln* promoter is often seen during ageing and is associated with its reduced expression [48]. In the brain, reduced *reln* expression or reelin signalling activity is implicated in the generation of Alzheimer's disease [42]. It is tempting to speculate a role for osteocytic reelin [49] in the loss of mechanically-regulated limb bone remodelling and target strain maintenance in the aged. Measurement of the osteogenic response to applied mechanical loading of the *reln* knockout, reeler, mouse [50] would test the importance of reelin in limb bone biology. Interestingly, *reln* expression in skull bone and S-Bdc is significantly lower compared with limb bone and L-Bdc. This is consistent with skull bones possessing a distinct pathway independent of the mechano-adaptive system of the limb.

A third differentially expressed gene, with increased expression in skull bone (skull∶limb ratio 2.9) and S-Bdc (8.3), is *rerg* - a ras-like and estrogen-regulated growth inhibitor [51]. In manipulated HEK293 cells, *rerg* is a target gene of the estrogen receptor-β [52], there are as yet, however, no defined roles for *rerg* in bone cell biology. Whether the differential effects of estrogen on ALP activity (Figure 7) are modified by *rerg* has not been assessed.

Positional identity along the anterior-posterior body and proximal-distal axis of the limbs relies on the pattern of homeobox gene expression. *Hox* genes act in a hierarchical manner based on ‘posterior prevalence’ whereby the most posterior expressed *Hox* gene determines positional identity [53], [54]. This mode of patterning is reinforced by *Hox* gene/microRNA clusters that promote suppression of the anterior characteristics [54]. Expression of Hox genes could therefore be part of the mechanism that directs osteoblasts to function appropriately for their skeletal location [55].

To confirm that regional gene expression profiles are an inherent property, and not dependent upon the local mechanical environments, we investigated *Hoxa* gene expression profiles in adult bone-derived cells in a range of long bones and from the rib. Differential *Hoxa* expression profiles (*Hoxa2*, *Hoxa5*, *Hoxa7* and *Hoxa10*) are clearly evident in these endochondral/mesoderm bones. Investigations have not yet disclosed whether such regional gene expression differences underscore the differential responses to systemic anti-osteoporotic bisphosphonate treatment [56]. Concordant with posterior prevalence, *Hoxa13* is present only in the ulna and femur samples. Our observations agree with studies showing that cultured human skin fibroblasts express a specific HOX gene profile depending on the region of the body from where they are derived [57], [58].

Although *HOXA10* has been shown to regulate the expression of *RUNX2*, ALP and osteocalcin [59], attributing a direct function to the differential expression of *Hoxa* genes is difficult; site-specific cell behaviour and local *Hox* gene expression profiles may simply be correlated. However, in the adult, intramembranous-derived mandibular periosteal cells (*Hoxa11 negative*) can fill wound defects drilled into jaw and tibial limb bones. In contrast, periosteal cells from the endochondral-derived tibia (*Hoxa11 positive*) fail to repair the defect in the jaw; the transplanted cells differentiate into chondroblasts rather than osteoblasts [60]. These experiments suggest appropriate (source-dependent) function is correlated with *Hoxa11* expression. Phenotypic stability of osteoblasts is required for the replacement of the appropriate bone tissue following trauma and the remodelling process and increased expression of *Hox* genes have been described at fracture sites [61], [62]. Our data suggests that phenotypic stability is maintained in osteoblasts but that the appropriate site-specific behaviour may be more complex than being simply positive or negative for expression of *Hoxa11*.

The persistence of homeobox gene expression profiles in the adult mirror positional specification during embryogenesis and suggests that cells maintain a ‘memory’ of their origin and/or body positioning – an ‘epigenetic postcode’. These observations suggest a basis by which autonomous regulation of osteoblast behaviour at different sites and could explain in part how systemic hormonal changes differentially affect the skeleton. These findings support our contention that skull and limb bones form and are maintained by distinct cell (osteoblast) populations. Whether there is any correlation between the site-specific differences in osteoclasts [21], [22] and their homeobox expression profiles has yet to be investigated.

There is still controversy regarding the embryonic lineage of the parietal bone – whether it is mesoderm or cranial neural crest. Grafting and fate mapping experiments show distinct lineages compared with the use of Wnt-cre lineage tracing experiments. A report by Yoshida, clearly shows the lack of neural crest cell marker, X-gal staining in the parietal bones of Wnt1-cre/R26R mice [63]. This may reflect the discontinuity of Wnt1 expression along the neural tube, which shows a distinct gap in expression around the hindbrain/midbrain junction [64]. This gap in expression is approximately where neural crest that could contribute to the parietal bone would be expected to arise. Therefore it seems possible that at least some of the cranial neural crest may remain unlabelled which and could account for the lack of X-gal staining between the interparietal and frontal bones.

*Cart1* expression in skull bone is surprising since *cart1* is predominately expressed in the chondrocyte lineage (Table 2). However, *cart1* is known to be essential for normal skull bone development, null mice develop with normal limbs and trunk, but the interpatietal and majority of the parietal and frontal bones are absent [65]. It appears that during skull bone development a unique cell type, the ‘chondrocyte-like osteoblast’ is present [66]. Whether *cart1* is expressed by chondrocyte-like osteoblasts, and whether this determines the nature and characteristics of skull bone matrix has yet to be determined.

It has not been established whether the neural crest contribution to bone tissues has any clinical relevance – however, the clavicle may provide some useful insights to the development of skeletal disorders. Unusually, this bone develops by both intramembranous ossification (laterally) and endochondral ossification (medially) [67], and studies have demonstrated that only the medial aspect contains cells derived from the cranial neural crest [68]. The lateral aspect of the clavicle is prone to osteoporosis and is consistent with other bones containing a neural crest component (skull vault) being resistant to osteoporosis.

In conclusion, this study shows that genes associated with bone mass and mineral density are differentially expressed in functionally distinct skeletal sites. Our observations also demonstrate developmental gene expression-based “positional identity” in the adult skeleton. If positional identity is significant for bone then more favourable clinical outcomes would be expected with site matching of bone source to recipient site in grafts and tissue engineering/regeneration protocols. It may also be possible to exploit differential positional identity markers to develop site-directed pharmacological treatments. We propose that osteoblasts, and the matrix they produce, differ according to their location and that these differences are established, at least in part, by the developmental origin of the cells that contribute to the site-specific osteoblast lineage.

## Materials and Methods

### Ethics statement

All animal procedures were carried out in accordance with the UK Home Office Scientific Procedures Act (1986). All animals were purchased from Charles Rivers, housed, and fed *ad libitum* in accordance with local Queen Mary University of London, School of Medicine and Dentistry rules.

### Animals

Male rats were housed until they reached weights that matched those used in previous mechanical loading experiments [3]. Females were ovariectomised pre-pubertal (by the supplier) and maintained until 7 months of age prior to assessment of osteocyte number. 

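RNA from whole bone organs of mice carried transcripts of osteoblasts, osteocytes and osteoclasts together with those of marrow, fat and muscle. Osteoblast genes were higher in calvaria than in ulna, as were some osteocyte and osteoclast genes, and those of skeletal muscle were lower. Col1a1, the alpha 1 chain of type I collagen, had a signal of 12670 ± 1170 (SD, n = 2 arrays) in calvaria, 11890 ± 266 in mandible and 1457 ± 52.3 in ulna. Of 2991 probe sets called between calvaria and ulna, 1741 were higher in calvaria and 1250 were lower. Of these probe sets, 60 of the higher and 15 of the lower had a mean log2 value below the array median at both sites. The calls stood for 1031 genes higher in calvaria and 560 genes lower. Across probe sets, which are not independent replicates, Pearson's r was 0.952 to 0.956 between the arrays of a site and 0.797 to 0.862 between arrays of different sites. In average-linkage clustering each site's arrays joined first, and calvaria then joined ulna. All 14 osteoblast genes tested were higher in calvaria, also when adjusted over the list alone (median log2 difference 2.33, camera adjusted p = 3.59e-12, and adjusted p = 0.0582 with an estimated correlation). They included Ifitm5 (3.25), Smpd3 (3.25), Col5a2 (3.11) and Col1a1 (3.04, adjusted p = 2.18e-10). Of 9 osteocyte genes, 5 were higher and none was lower, also over the list alone (median 1.16, camera adjusted p = 0.000976, and adjusted p = 0.125 with an estimated correlation). Pdpn (1.81), Dkk1 (1.47), Phex (1.36), Mepe (1.16) and Ptprz1 (1.16) were the 5 called, of which Ptprz1 was named after its values were seen. Sost, named after its values were seen too, was lower by less than 2-fold (-0.53, adjusted p = 0.00106). For osteoclasts, 6 of 15 genes were higher and none was lower, with 8 higher over the list alone (median 1.07, camera adjusted p = 0.0102, and adjusted p = 0.202 with an estimated correlation). Past the adjusted p, 2 osteoclast genes were lower by less than 2-fold. The osteoclast list no longer passed with the stricter filter on signal (median 0.21, adjusted p = 0.0886). The protease gene Ctsk had a signal of 5349 ± 156 in calvaria and 810.6 ± 16.1 in ulna (log2 difference 2.65, adjusted p = 3.33e-10). All 22 skeletal muscle genes were lower in calvaria, also over the list alone (median -3.23, camera adjusted p = 2.12e-20, and adjusted p = 0.0582 with an estimated correlation). Among them were Myh2 (-6.33), Csrp3 (-4.74), Neb (-4.43) and Mb (-4.08). Of 15 erythroid genes, 3 were lower in calvaria and none was higher, also over the list alone (median -0.82, camera adjusted p = 1.25e-06, and adjusted p = 0.0582 with an estimated correlation). Past the adjusted p all 15 were lower, most of them by less than 2-fold. The 3 called were Ermap (-1.32), Gfi1b (-1.01) and Rhag (adjusted p = 5.28e-05), of which the last 2 lay at the 2-fold limit. With the values as deposited Gfi1b (-0.93) and Rhag (-0.92) were under it, as was Gfi1b without calvaria replicate 1 (-0.88) or ulna replicate 2 (-0.75) and Rhag without calvaria replicate 1 (-0.86) or ulna replicate 1 (-0.99). Adipocyte genes were lower as well, 3 of 5 and the same over the list alone (median -1.21, camera adjusted p = 0.00204, and adjusted p = 0.157 with an estimated correlation), with Adipoq at -2.27, Fabp4 at -1.21 and Retn at -2.96. Retn did not pass without calvaria replicate 1 (-1.16, adjusted p = 0.232) or without ulna replicate 1 (0.147) or 2 (0.126). Of 15 neutrophil genes none was called in either direction by limma, also over the list alone, while 13 were lower and 0 higher at an unadjusted p under 0.05, and 11 were lower past the adjusted p by less than 2-fold. Their median was -0.33 (camera adjusted p = 0.00112, and adjusted p = 0.285 with an estimated correlation). The medians of 12 B cell genes (0.09, camera adjusted p = 0.451), 12 macrophage genes (0.28, 0.101) and 11 endothelial genes (-0.11, 0.798) did not pass. The endothelial median was 0.02 without calvaria replicate 1. In the endothelial list Emcn was higher (1.46) and Vwf lower (-1.16) in calvaria, and 2 genes were lower without calvaria replicate 2.

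**Figure D2:**
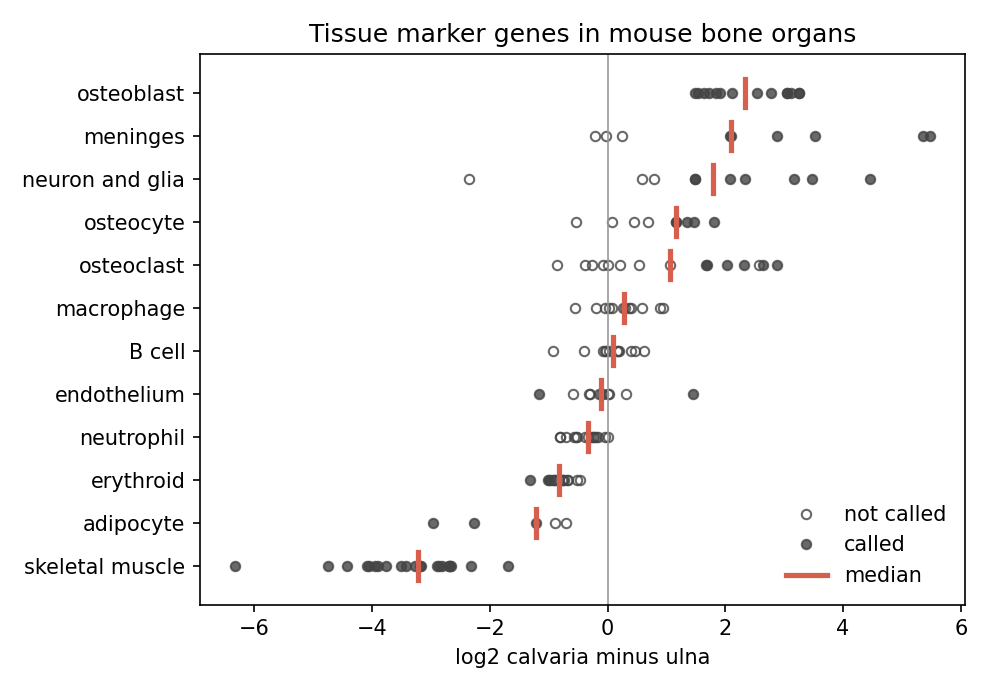
Log2 difference between mouse calvaria and ulna (n = 2 arrays each) for each gene of 12 lists, with filled points for genes called, open points for genes not called and a bar at the median of each list. The osteoblast median lies at 2.33, the muscle median at -3.23, and the endothelial median, -0.11, changes sign without calvaria replicate 1.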

The pilot studies used ten male skeletally mature Black CD57 (24–26 grams) mice divided into two groups to test for the feasibility of gene array in bone organs.

### Adult bone-derived cell isolation and culture

Five male CD rats (100–110 grams) were rendered unconscious with CO_2_ and killed by cervical dislocation. Skull and the cortex of ulnar bones were dissected and cleared of attendant soft tissues, epiphyses and marrow. Individual samples were minced and bone cells isolated by enzymatic digestion. Third digest cell populations were used in the experiments. 5 matched pairs of adult bone-derived cultures were thus isolated. Cells were cultured in αMEM (Gibco), 10% newborn calf serum (First Link), 1x penicillin/streptomycin and 1x fungizone) at 37°C, in a 5% CO_2_ atmosphere. Cells were fed every 2 days. Following passage, osteoblast numbers, cell volumes and size were determined using a CASY® (Model TTC) Cell counter and analyzer system. For proliferation assessment, matched pairs were grown in a series of 6-well plates. Plates were removed from the experiment on a daily basis and proliferation assessed using the Promega® CellTiter 96 Aqueous Non-radioactive Cell proliferation assay system. The MTS reaction product, formazan, was measured using a BMG Labtech FLUOstar OPTIMA plate reader at 490 nm. To assess ALP activity cells were washed in PBS and incubated with 12.5 mg *p*-nitro-phenylphosphate per ml of Sigma alkaline buffer No. 221 at 37°C for 20 minutes. The reaction was stopped using 0.5 M NaOH solution and the yellow reaction product read on a plate reader at 405 nm. DNA content was assessed according to methods determined by Rago [69]. Water-soluble 17β-estadiol (E4389, estrogen), Prostaglandin E_2_ (P5640) and sodium pyrophosphate (P8010) were obtained from Sigma.

### RNA extraction

Total RNA from skull and limb bones cleared of attendant soft tissues and epiphyses or sutures was extracted from five groups of four male CD rats (100–110 grams) using an RNeasy Fibrous Tissue Mini Kit (Qiagen) as per protocol. For isolated S-Bdc and L-Bdc, RNA was extracted from near confluent third passage cells collected from the ten populations using the RNeasy Mini Kit (Qiagen) as per protocol. RNA was extracted from osteoblasts isolated from other long bones using the RNeasy Mini Kit from first passage near confluent cultures.

### Microarray analysis

The Affymetrix Mouse Genome 430 2.0 GeneChip and Rat Genome 230 2.0 GeneChip were used to detail basal gene expression profiles in the bone organ samples. Biotinylated targets suitable for hybridization to the GeneChip probe arrays were prepared from the RNA samples as per ‘One-Cycle Target Labeling' protocol (Affymetrix). Briefly, double-stranded cDNA was synthesised from total RNA followed by *in vitro* transcription reaction to produce biotin-labelled cRNA from the cDNA. The cRNA was then fragmented prior to hybridization to the GeneChip arrays. Analysis of data was performed using GeneSpring 6.1 (Silicon Genetics, Redwood City, USA) software. The ‘per chip’ and ‘per gene’ normalization procedures, as recommended, were used. Statistically significant (ANOVA, p<0.05, Benjamini and Hochberg false discovery rate) gene lists representing differentially expressed genes, and expression tree were generated. The Illumina RatRef-12 Expression BeadChip was used to detail basal gene expression profiles in the primary cultured skull vault and ulnar osteoblasts. BeadStudio software was used to analysis the data. A ‘Diff score’ of <65 and >65 for gene expression for 5 matched pairs are considered as significantly different (p<0.05).

Gene array data is available on the NCBI Gene expression omnibus, accession number: GSE12966.

### qRT-PCR analysis

Gene array data was validated by qRT-PCR using Taqman Assay-On-Demand oligonucleotides for the following genes (Table 6). cDNA was prepared from 1 µg total RNA isolated from each the 10 bones or primary cell lines using oligo dT primers (Promega) and Promega reagents. The reaction conditions were 70°C for 5 mins (denaturation), 60 mins 40°C for 60 mins (extension), 70°C for 15 mins (inactivation), and then stored at −20°C. Each TaqMan assay was run in four replicates for each RNA sample. 50 ng total cDNA (as total input RNA) in a 10 µl final volume was used for each replicate assay. Assays were run with 2xAbsolute qPCR ROX Master Mix (Abgene) on Applied Biosystems 7900 Fast Real-Time PCR System using universal cycling conditions (10 min at 95°C; 15 s at 95°C, 1 min 60°C, 60 cycles). The assays and samples were analyzed on 384 well plates. Data normalization: in qRT-PCR an endogenous control gene is used to normalize data and control for variability between samples as well as plate, instrument and pipetting differences. Eif4a2 and ATP5b were chosen as the reference genes because their C_T_ values showed the least variation across the samples (data not shown). Each replicate C_T_ was normalized to the average C_T_ of Eif4a2 and ATP5b on a per plate basis by subtracting the average C_T_ of Eif4a2 and ATP5b from each replicate to give the ΔC_T_ which is equivalent to the log_2_ difference between endogenous control and target gene. When TaqMan gene expression assays are run on a 7900HT system in a 10 µl reaction volume, a raw C_T_ value of 34 represents approximately ten transcript molecules (assuming 100% amplification efficiency). At a copy number less than five, stochastic effects dominate and data generated are less reliable. Thus, a raw C_T_ of 35 was set as the limit of detection in this study: individual replicates which gave C_T_ values >35 were considered not detected. A C_T_ >32 and <35 (∼5–40 transcript molecules) was considered a low expressing gene. Differential expression of selected genes in both gene arrays and qRT-PCR are presented in Table 6.

### Histological preparations

Decalcified bone sections (10 µm) were cut on a microtome housed in a cryostat at −25°C (Bright's) and flash dried onto glass slides. Sections were stained overnight in 0.05% alcian blue 8GX solution in 0.025 M acetate buffer (Sigma), containing 0.025 M MgCl_2_ (Sigma) at a final pH of 5.8. A Vickers M85A scanning and integrating microdensitometer was used to quantify the intensity of Alcian Blue staining [70]. Osteocyte density was determined in similarly prepared sections. 10 images of equal and known area of bone per section were captured (Olympus BHS microscope linked to a Kontron image analysis system). Osteocyte number was counted in two sections per bone and presented as number per area.

### Statistics

Data is presented as means and significance tested using paired *t*-test, unless otherwise stated and p<0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

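Gene expression was measured on 6 of the Affymetrix mouse GeneChip arrays that the methods of the paper name, with 2 arrays each for calvaria, mandible and ulna of adult male mice (24 to 26 grams). The paper used 10 mice in 2 groups, and its text does not name how many mice gave RNA to an array. RNA came from bone ground in liquid nitrogen and was labelled in 1 cycle. The authors computed the deposited values with MAS5 and gave them as signal, an intensity on a linear scale, scaled to a 2% trimmed mean of 100 on each array. The deposited intensity holds 1 value for each of 45101 probe sets on every array, and all 6 columns were matched to a site. The rat arrays, the sections and the osteocyte counts of the paper were not analysed here, and the array images were not used here.

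Probe sets were named from the annotation of the array, with symbols updated through a table of mouse genes on the assembly GRCm38.p6. This gave 1 symbol to 34958 probe sets and several to 932, while 9211 had none. Those with several or none were tested but stand for no gene, and 64 control probe sets were left out. Each array was divided by its median, following the per chip normalization that the paper names without a percentile. The per gene step of the paper cancels in a ratio. Log2 was taken with no offset. Tested were 25233 probe sets (55.9%) whose value lay above the array median on at least 2 of 6 arrays, which stand for 12326 genes. The median standard deviation between arrays of a site was 0.194 on the log2 scale.

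A mean for each site was fitted with limma 3.58.1 in R 4.3.3, with variances moderated along the trend with signal (residual degrees of freedom 3, prior 7.67). Calvaria was compared with ulna, mandible with ulna, and mandible with calvaria. P-values were adjusted by the method of Benjamini and Hochberg over the tested probe sets of each comparison. A probe set was called at an adjusted p under 0.05 and at least 2-fold, the limits that the paper gives for bone organs. The tested probe set with the highest mean stood for its gene. Means and standard deviations are of the deposited signal, and ratios are of geometric means of the scaled values. The fit was tested on simulated data with the spread of these arrays. Without any simulated change, 2 of 25233 probe sets were called between calvaria and ulna and 0 between mandible and ulna.

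In all, 21 lists of genes were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. They cover cranial patterning, limb patterning, Hox clusters, osteoblasts, osteocytes, osteoclasts, the Wnt pathway, cartilage, meninges, neurons and glia, skeletal muscle, erythroid cells, adipocytes, B cells, neutrophils, macrophages, endothelium, proliferation, epithelium, tooth, and the osteoporosis genes that the paper names. Genes of the rat Tables 1, 2 and 4 were compared with 10000 random lists matched for mean value. The lists, the comparisons, the thresholds and the alternatives were fixed before the data were examined, except where stated. Named are every gene with a mouse value in Table 3, whose values in the paper had been seen, and the genes with the largest change. The latter are 10 in each direction between calvaria and ulna and 5 in each other comparison, with both arrays of a site above both of the other. Up to 4 called members of each list were also open to naming, or the 2 with the highest mean where none was called.

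The alternatives were the values as deposited, quantile normalization, scaling to the 75th percentile, no filter, a filter at the 75th percentile, an offset of 0.25, no trend, no moderation, only the 4 arrays of a comparison, a block for the replicate number, each array left out in turn, the adjusted p alone, genes in place of probe sets, and the probe set with the largest change. Their effects on the ratios of Table 3 were computed as well, with the ratio of arithmetic means as a further alternative. Some genes and other items are not reported here. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.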

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

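Of the tests of explanations below, those of meninges RNA, of per-array scaling, of the share of bone cell RNA and of dilution by muscle RNA were chosen after the results were seen, while those of brain RNA and of further muscle genes were set before them.

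The mandible arrays gave results that the paper's text does not report. Between mandible and ulna 5224 probe sets were called, 2362 higher in mandible and 2862 lower. On the scaled values the median log2 difference of all tested probe sets was -0.13 here, and on the values as deposited -0.02. The mandible included the teeth, and all 9 tooth genes were higher in it than in ulna (median log2 difference 8.70, camera adjusted p = 2.50e-07, and adjusted p = 0.0598 with an estimated correlation). The dentine gene Dspp had a signal of 8483 ± 141 in mandible and 2.33 ± 0.738 in ulna. Of 14 epithelium genes, 11 were higher in mandible and none was lower (median 3.53, camera adjusted p = 9.02e-08, and adjusted p = 0.0598 with an estimated correlation).

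Mandible and calvaria differed directly in 10 lists by camera. Higher in mandible were the lists for tooth (median 9.83, adjusted p = 3.20e-11, and 0.0502 with an estimated correlation), epithelium (4.29, 1.95e-12 and 0.0455), skeletal muscle (2.85, 2.75e-26 and 0.0455) and the Wnt pathway (0.50, 0.0275 and 0.184). The Wnt list no longer passed with the stricter filter on signal (0.06, adjusted p = 0.205). Lower in mandible were the lists for B cells (-1.04, 2.23e-06 and 0.127), neutrophils (-0.95, 2.88e-07 and 0.184), proliferation (-0.89, 8.96e-06 and 0.127), erythroid cells (-0.85, 2.88e-07 and 0.0568), osteoclasts (-0.79, 0.000806 and 0.184) and macrophages (-0.65, 0.000186 and 0.139).

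Among the genes of Table 3, 8 differed between mandible and calvaria, 5 higher in mandible and 3 lower. Zic1 (-9.69, adjusted p = 1.46e-08), Zic5 (-3.06, 0.0239) and Twist1 (-1.24, 0.000138) were lower in mandible. Zic5 did not pass without calvaria replicate 1 (0.205) or 2 (0.162), or without mandible replicate 1 (0.0546). Msx2 (3.61, 5.14e-05), Shox2 (3.51, 3.03e-07), Tbx3 (3.23, 0.000165), Alx1 (2.40, 0.000174) and Twist2 (2.18, 0.000172) were higher. The mandible signals of Zic1 (1.77 ± 0.828) and Zic5 (7.43 ± 1.82) lay below the array median, so the log2 differences of both are not exact. Shox2, a limb gene by its list, had a signal of 333 ± 26.0 in mandible against 153 ± 6.41 in ulna.

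Zic1, Zic4 and Zic5 were higher in calvaria than in ulna, and both tested sources of RNA from outside bone stay open. Brain tissue left on the calvaria is a candidate source: the median log2 difference was 1.26 over 9 tested of 14 brain genes, 6 of them called higher, led by Slc1a2 (407 ± 35.5 in calvaria, 57.5 ± 2.87 in ulna). Meninges left on the calvaria are another, with a median of 2.10 over their list, led by Ptgds (1661 ± 361 and 35.4 ± 8.28). That list does not mark meninges on the calvaria alone. It also passed as higher in mandible than in ulna (0.75, camera adjusted p = 0.0227). It did not pass there with an estimated correlation (camera adjusted p = 0.147) or with quantile normalization (0.0545). Crabp2 (285 in mandible, 21.6 in calvaria) and Igfbp2 (151 and 58.5) were higher in mandible than in calvaria. Fewer genes were so called without any 1 of the mandible or calvaria arrays. On both ulna arrays 6 of 11 named brain genes and 3 of 12 meninges genes also lay above the array median, and no other list holds these genes. Ttr, described under the other observations, was far higher in calvaria than in ulna too. It is in neither the brain nor the meninges list and was not part of these tests. Expression of the Zic genes by calvarial bone itself was not tested and stays open.

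Skeletal muscle genes were lower in calvaria than in ulna. The choice among 4 per-array scalings as the cause is excluded, since the median of the list lay between -3.23 and -3.14 under all 4. All 4 start from signals already scaled to the same trimmed mean. None uses the poly-A controls, which differed between the sites (158 in calvaria and 259 in ulna). A scaling error shared by all 4 was therefore not tested. Muscle left on the ulna, from which soft tissue had been removed, stays open: the median of muscle genes outside the list was -3.40, and all 14 tested were lower. The most abundant were Trdn (2494 in ulna, 143 in calvaria) and Cox6a2 (1590 and 163), no other list holds them, and 7 of 15 lay above the array median on both calvaria arrays. A difference between the bones themselves was not tested.

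Osteoblast genes were higher in calvaria than in ulna. The choice among the same 4 scalings as the cause is excluded, since the median of the list lay between 2.33 and 2.40 under all 4. A scaling error shared by all 4 was not tested here either. A lower share of bone cell RNA in ulna that raises all other cell types alike is excluded too, since the shifts of the muscle and macrophage lists toward ulna differed by 3.51 (3.23 ± 0.98 and -0.28 ± 0.43, SD over genes). A rise of muscle RNA alone that dilutes all other RNA in ulna is excluded as well, since among the erythroid, neutrophil, B cell and macrophage lists the lowest shift was -0.28, far from that of the osteoblast list. A lower share of bone cell RNA with other cell types changed to unlike extents stays open, as does a difference in osteoblast activity between the sites, which was not tested.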

How the results depend on the processing

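The alternatives for the similarity between arrays were chosen after seeing the data, and the others were set before. Without 1 array the lone array of a site is assumed to vary like the other groups.

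The calls for calvaria vs ulna (2991) became 1783 with the stricter filter, 1566 without moderation, 7475 by the adjusted p alone and 1591 as genes, and 2479 to 2968 without 1 array. For mandible vs ulna (5224) they became 3107, 3455, 10961 and 2693, and 4733 to 5187. For mandible vs calvaria (1909) they became 1189, 723, 5532 and 1128, and 1605 to 1984. The stricter filter tests fewer probe sets, and the cause of the fall without moderation was not tested. With a block for the replicate number 2929, 5183 and 1848 probe sets were called, of which 2885, 5132 and 1819 were the same. Deviations of arrays with the same number correlated at -0.005, 0.006 and -0.012, so the numbers gave no pairing.

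Of Table 3, 13 genes were called, and 8 with the stricter filter, where 5 of the 13 were not tested. Without moderation 8 were called, for which the cause was not tested, and 10 to 14 without 1 array. With a block Zic4 was not called (adjusted p = 0.0544), nor was Msx1 without the trend (0.0534), nor Msx2 on 4 arrays only (0.0907).

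Of 21 lists, 14, 16 and 10 passed in the comparisons in this order. With an estimated correlation 0, 0 and 2 passed, and with fry, which compares no list with other genes, 18, 18 and 16 passed. The estimate lay below the preset 0.01 for cranial patterning (-0.0047), meninges (-0.122), neurons and glia (-0.103) and erythroid cells (0.0029), among others. Their adjusted p rose all the same, which argues against a higher correlation as the cause for these lists. For other lists the estimate was above the preset, as for neutrophils (0.307). The cause was not tested further. Without 1 array the numbers were 14 to 15, 15 to 16 and 10 to 11.

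For array similarity, the lowest correlation between arrays of a site exceeded the highest between sites by 0.0898, and by 0.0291 with no filter, 0.150 with the stricter filter and 0.0796 with the offset, where the cause was not tested. The shares of rat table genes on the same side in mouse stayed within their exact binomial intervals under the 3 alternatives run.

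Some log2 values changed sign, for which the cause was not tested, and none of them had passed its threshold. Without 1 array, the differences for calvaria vs ulna ranged from -0.104 to 0.154 for Ebf1 (-0.049 without calvaria replicate 1, the lowest without ulna replicate 2), from -0.378 to 3.49 for Grhl1 (without ulna replicate 2 and 1), from -0.989 to 0.061 for Hoxa5 (without ulna replicate 2 and 1), from -0.019 to 0.514 for Twist2 (without calvaria replicate 2 and 1) and from -0.207 to 0.016 for the endothelial list (without calvaria replicate 2 and 1). For mandible vs ulna the neural_glial list ranged from -0.635 to 0.037 (0.001 without ulna replicate 1, the highest without mandible replicate 1) and the osteoclast list from -0.105 to 0.542 (-0.020 without ulna replicate 1, the lowest without ulna replicate 2). For mandible vs calvaria the ranges were -0.067 to 0.268 for Esam and -0.077 to 0.270 for Uty (both lowest without mandible replicate 2), -0.096 to 0.368 for Hoxa3 (-0.047 without calvaria replicate 1, the lowest without mandible replicate 2), -0.034 to 0.446 for the endothelial list (lowest without calvaria replicate 1) and -0.470 to 0.162 for the adipocyte list (0.056 without mandible replicate 1, the highest without calvaria replicate 2). With the stricter filter the medians turned for mandible vs ulna in the endothelial (-0.014), neural_glial (0.491) and osteoclast (-0.421) lists and for mandible vs calvaria in the cartilage list (-0.745).

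Of 264 results for named genes, 249 kept direction and side of the threshold on the values as deposited, 252 with quantile normalization, 250 with 75th percentile scaling, 254 with no filter, 256 with the offset, 246 without the trend, 193 without moderation, 260 with a replicate block and 253 on 4 arrays only. With the stricter filter 212 were tested, and all of these kept both. Without 1 array 1445 did, 126 no longer passed, 4 newly passed and 9 changed sign. Log2 differences against a signal below the array median are not exact.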

Differences from the paper's values

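Of 35 comparisons with the mouse values of Table 3, 27 did not differ and 8 did. The paper's second value for Dlx1, 0.31, was not compared, since the gene had 1 named probe set, with a ratio of 2.23. A ratio differed where it was more than 1.5 times the other and the gap exceeded the SD between arrays of a site, so a value with a wide SD can lie far off and not differ. The alternatives named here were set before the data were examined. Of 34 distinct values in the paper, 29 lay within 5% of some probe set of the gene.

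For Hoxa5 the paper's ratio is 0.12 and the ratio here was 0.725. With the probe set with the largest change it was 0.124, which does not differ, and under every other alternative it differed. For Hoxc6 the paper's ratio is 0.30 and the ratio here was 0.956. The probe set with the largest change gave 0.303, and the other alternatives differed. For Tcf4 the paper's ratio is 0.20 and the ratio here was 1.57, with 0.193 at the probe set with the largest change and a difference under all others. When this name is read as Tcf7l2, the ratio here was 1.39 against the paper's 0.20, and every alternative differed.

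For Tbx3 the paper's ratio is 0.32 and the ratio here was 0.525. It did not differ with the probe set with the largest change (0.317) or without ulna replicate 1 (0.461), and differed under the others. For Hoxa7 the paper's ratio is 0.17 and the ratio here was 0.595, from the gene's only probe set. Its SD was wide, 1.58 on the log2 scale, and it did not differ with the ratio of arithmetic means (0.401), without calvaria replicate 2 (0.413) or without ulna replicate 2 (0.211), and differed under the others.

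For Twist2 the paper's ratio is 0.34 and the ratio here was 1.19, from its only probe set, and every alternative differed. For Tcf3 the paper's ratio is 2.07 and the ratio here was 0.737, and every alternative differed. Read as Tcf7l1, an earlier holder of that name, the ratio was 1.54, which does not differ, and 2.07 with its probe set with the largest change (adjusted p = 0.0139).

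Table 3 lists its genes as differing between sites. Of its 22 genes tested in mouse, 13 were called here, and 9 that were tested and 5 below the filter were not. Some were called under an alternative. Hoxa3 was called on the values as deposited (log2 difference 1.30, adjusted p = 0.0496) and without ulna replicate 1 (1.65). Dlx3 was called without ulna replicate 2 (2.20) and Grhl1 without ulna replicate 1 (3.49). With no filter, Hoxa11 (-2.75, adjusted p = 0.0465) and Hoxa11os (-4.51, 0.0173) were called. Dlx1 was called without the trend (1.16, adjusted p = 0.0146). Its signals, 1.96 in calvaria and 0.84 in ulna, lay below the array median, and it passed the filter through mandible. Its call therefore does not show higher Dlx1 in calvaria.

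Table 3 also places some genes in mouse skull only or in limb only. For Phox2a, placed in skull, the signal was 26.1 ± 1.26 in calvaria and 17.8 ± 2.40 in ulna, a ratio of 1.40 below the filter. Its rat ratio in Table 3 lies on the limb side. Tbx18, placed in skull, had ratios of 1.47 (adjusted p = 0.727) and 0.574 at its probe sets, and Tbx19 had 0.933 and 0.369. The second probe set of Tbx18 and both of Tbx19 lay below the filter on signal, so these ratios are not exact. Tfe3, placed in limb, had a signal of 83.9 ± 1.12 in calvaria and 120 ± 13.5 in ulna, a ratio of 0.667 (adjusted p = 0.0276, under 2-fold).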

Other observations

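The comparison of the rat tables with mouse bone was planned. Rerg, Reln, Sost, Frzb, Snorc, Gpnmb and Ctnnb1, and the called genes of the rat tables that were higher in rat limb, were named after their values were seen.

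Some genes of the Wnt pathway and of cartilage were higher in mouse calvaria than in ulna, while most of either list were not called. Of 21 Wnt genes, 9 were higher and none was lower, also when adjusted over the list alone (median log2 difference 0.71, camera adjusted p = 3.78e-06, and adjusted p = 0.0582 with an estimated correlation). Sost passed the adjusted p on the other side by less than 2-fold, and Frzb lay there too (-1.05, 0.242) and did not pass. Without calvaria replicate 2, 10 Wnt genes were higher and 1 was lower. Sfrp2, a secreted Wnt antagonist, had a signal of 2795 ± 212 in calvaria and 19.8 ± 3.62 in ulna, which lay below the array median (log2 difference 7.08, not exact, adjusted p = 9.39e-11). Dkk3 followed the same way (2.22), as did Dkk2 (3.41, and adjusted p = 0.123 without calvaria replicate 1). Of 13 cartilage genes, 6 were higher and none was lower, also over the list alone (median 1.63, camera adjusted p = 0.00204, and adjusted p = 0.0964 with an estimated correlation), among them Col11a2 (3.11) and Epyc (3.19), and without calvaria replicate 2, 1 was lower. Of the 6, Cnmd and Hapln1 lay below the array median at both sites, and Col10a1 (-1.27, 0.345) and Snorc (-2.04, 0.130) lay on the other side and did not pass. The transport protein gene Ttr, which belongs to neither list, had a signal of 8353 ± 376 in calvaria, 11.1 ± 3.64 in mandible and 85.0 ± 10.3 in ulna. Whether its signal came from tissue left on the calvaria was not tested.

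The paper names 7 osteoporosis genes, of which 5 were tested. Of these 5, 3 were higher in calvaria and 1 was lower, also over the list alone (median 2.11, camera adjusted p = 0.0109, and adjusted p = 0.184 with an estimated correlation). They were Ctsk, Vdr (2.16, adjusted p = 6.55e-07) and Pth1r (2.11, 2.50e-07) on the higher side and Alox12 (-1.61, 5.41e-06) on the lower.

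Proliferation genes were lower in calvaria in 2 of 14 cases and higher in none, also over the list alone. Their median was -0.61 (camera adjusted p = 1.12e-05, and adjusted p = 0.0939 with an estimated correlation). Past the adjusted p, 13 of the 14 were lower, most of them by less than 2-fold. The 2 called were Mki67 (-1.10) and E2f8 (-1.06). Mki67 was under 2-fold with quantile normalization (-0.95), and E2f8 with quantile normalization (-0.97), on the values as deposited (-0.99) and without calvaria replicate 1 (-0.85), where 1 gene of the list was called. Of 14 epithelium genes, 3 were lower in calvaria and none was higher, also over the list alone. Their median was -0.70 (camera adjusted p = 0.0513, and adjusted p = 0.184 with an estimated correlation). Past the adjusted p, 1 epithelium gene was higher by less than 2-fold. That list passed on the values as deposited (adjusted p = 0.0273), among other alternatives, and without ulna replicate 2 it had 2 genes lower and 1 higher. Of the 3, Krt14 lay below the array median at both sites (2.39 in calvaria, 20.5 in ulna). The list of 9 tooth genes did not pass (median -0.98, camera adjusted p = 0.376). Its 2 genes called, Mmp20 (signal 1.37 in calvaria, 6.22 in ulna) and Amtn (6.08 and 19.0), lay below the array median at both sites and passed the filter on signal through mandible, so their calls show no lower tooth gene.

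Genes of the paper's rat tables lay mostly on the same side in mouse. Of the genes higher in rat skull, 38 of 44 tested from Table 1 (86.4%), 30 of 36 from Table 2 (83.3%) and 10 of 10 from Table 4 were higher in mouse calvaria than in ulna. The calls on that side numbered 23, 19 and 9, and on the other side 0, 0 and 0 (limma), with 3, 1 and 0 there at an unadjusted p under 0.05. Past the adjusted p on the other side, under 2-fold, were Sost and Gpnmb (-0.67, 0.0389) of Table 1. The median log2 differences of the genes higher in rat skull were 1.25, 1.05 and 2.40, above all of 10000 random lists. Of those higher in rat limb, 9 of 11 (81.8%), 37 of 41 (90.2%) and 3 of 3 were lower in mouse calvaria. Calls on that side numbered 3, 9 and 1. On the other side Ctnnb1, which Tables 1 and 2 both hold, passed the adjusted p but was under 2-fold (0.68, 8.27e-06). The medians of -0.51, -0.67 and -0.80 lay above 0.44%, 0% and 1.85% of random lists. Some of the calls on the limb side are genes of tissues whose RNA was higher in ulna, as judged from the lists or, for Ankrd1, Smyd1 and Thrsp, from general knowledge. Those of Table 1 were Shox2 and the muscle genes Cacna1s and Csrp3. Those of Table 2 were Shox2, Tbx15, Hoxa10, the muscle genes Ankrd1 and Smyd1, the fat gene Thrsp, the erythroid gene Gfi1b, the proliferation gene E2f8, and Fhdc1, and that of Table 4 was Ankrd1. The values on the limb side therefore do not separate bone from these tissues. Calls on the skull side include Zic1 and Zic4, for which RNA from outside bone stays open. They also include the osteoblast genes Ibsp, Sp7, Omd and Creb3l1, whose whole list was higher in calvaria. The values on the skull side therefore do not separate a difference between the bones from one in tissue or cell content either.

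Cthrc1, which the paper states is higher in rat skull, had a log2 difference of 4.45 in mouse (adjusted p = 6.03e-10). Rerg was higher too (4.65, adjusted p = 0.000273). Reln, which the paper states is elevated in limb bone, was lower in calvaria by less than 2-fold (-0.81, adjusted p = 0.0126, and -1.02, 0.0135, without calvaria replicate 1).

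Between mandible and ulna, 16 of the lists passed with camera. Osteoblast genes were higher in mandible in all 14 cases (median 2.68, adjusted p = 3.70e-10, and 0.0598 with an estimated correlation), and Wnt genes in 15 of 21 (1.67, 5.32e-09 and 0.0598). Cranial patterning genes were higher in 13 of 23 and lower in 1 (2.32, 8.84e-05 and 0.0695), and cartilage genes higher in 9 of 13 (2.29, 0.000429 and 0.0769). The cartilage list did not pass there with the stricter filter (1.29, adjusted p = 0.0518). The limb patterning list was higher in mandible too, with 6 of 12 genes higher and 2 lower (0.99, 0.0149 and 0.147), and did not pass with no filter (0.0512) or without mandible replicate 1 (0.0544). In that list 1 gene was lower without calvaria replicate 1 or 2 or ulna replicate 1, and none without ulna replicate 2. Meninges genes were higher in 4 of 9 (0.75, 0.0227 and 0.147), of which Cldn11 and Foxd1 lay below the array median at both sites, and the list did not pass with quantile normalization (0.0545). Osteocyte genes were higher in 3 of 9 (0.98, 7.59e-05 and 0.0938), and in 5 without mandible replicate 1. Osteoporosis genes were higher in 4 of 5 and lower in 1 (1.31, 0.0278 and 0.202), and the list did not pass with the stricter filter (0.0724). Lower in mandible were adipocyte genes in 4 of 5 (-1.68, 0.00971 and 0.167), and in 2 without mandible replicate 1. So were erythroid genes in 15 of 15 (-1.67, 5.60e-08 and 0.0598), proliferation genes in 13 of 14 (-1.38, 2.83e-06 and 0.0769), neutrophil genes in 10 of 15 (-1.19, 4.98e-07 and 0.147), B cell genes in 5 of 12 (-0.95, 0.000661 and 0.147) and muscle genes in 3 of 22 (-0.39, 0.00539 and 0.147). The neural list had a median of -0.32 while its mean, 0.07, lay on the other side. Between mandible and calvaria the osteoblast median was -0.07 and the mean 0.10.

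The geometric mean signal of the 12 poly-A control probe sets, averaged over the arrays of a site, was 158 ± 9.32 in calvaria, 105 ± 3.27 in mandible and 259 ± 11.2 in ulna. For the 9 hybridization controls it was 1292 ± 43.0, 1241 ± 183 and 1326 ± 129.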
